# Microglia contribute to the propagation of Aβ into unaffected brain tissue

**DOI:** 10.1038/s41593-021-00951-0

**Published:** 2021-11-22

**Authors:** Paolo d’Errico, Stephanie Ziegler-Waldkirch, Vanessa Aires, Philippe Hoffmann, Charlotte Mezö, Daniel Erny, Laura Sebastian Monasor, Sabine Liebscher, Vidhya M. Ravi, Kevin Joseph, Oliver Schnell, Katrin Kierdorf, Ori Staszewski, Sabina Tahirovic, Marco Prinz, Melanie Meyer-Luehmann

**Keywords:** Glial biology, Diseases

## Abstract

Microglia appear activated in the vicinity of amyloid beta (Aβ) plaques, but whether microglia contribute to Aβ propagation into unaffected brain regions remains unknown. Using transplantation of wild-type (WT) neurons, we show that Aβ enters WT grafts, and that this is accompanied by microglia infiltration. Manipulation of microglia function reduced Aβ deposition within grafts. Furthermore, in vivo imaging identified microglia as carriers of Aβ pathology in previously unaffected tissue. Our data thus argue for a hitherto unexplored mechanism of Aβ propagation.

## Abstract (web summary)

This study shows that Aβ from transgenic host tissue is able to enter and deposit within wild-type grafts via microglia, thus identifying microglia as carriers of Aβ deposition into previously unaffected brain tissue.

## Main

The aggregation of Aβ is an essential early trigger in Alzheimer’s disease (AD) pathogenesis that leads to neurofibrillary tangles, neuronal dysfunction and dementia^1^. Several cell types have been proposed to be causally involved in amyloid plaque formation, including microglia, owing to their close association with Aβ plaques^2–4^. As soon as Aβ plaques form in the brain, microglia establish an intimate contact with them and become reactive^5,6^. Those activated microglia have been linked to plaque growth by Aβ uptake followed by microglial cell death^7,8^. Our group and others have recently implicated microglia in Aβ seeding^9–11^, yet their role in propagating Aβ pathology remains elusive.

In support of the ‘pathogenic spread’ hypothesis^12^, previous transplantation experiments showed that Aβ derived from transgenic host tissue is able to invade and deposit in non-transgenic grafts, leading to neurodegeneration^13–15^. However, the mechanism by which Aβ spreads into the WT grafts is unknown, and a cell-mediated mechanism has not been proven so far.

In this study, we transplanted embryonic neuronal cells from WT mice into the neocortex of young, pre-depositing 5xFAD transgenic mice, confirming transplant integration into the host tissue as well as the survival of the grafts over several months (Fig. 1a,b and Extended Data Fig. 1a,b)^13^. As soon as 4 weeks after transplantation, Aβ plaques were present within WT grafts, and they increased over time (Fig. 1a and Extended Data Fig. 1a–c, yellow arrowheads). We first hypothesized that APP/Aβ is anterogradely transported from the host transgenic neurons into the WT grafts, and we used *Thy1-GFP*/5xFAD mice as recipients to visualize the alignment of processes from the host mouse. Although we found a few fibers that crossed the host–graft boundary, most of the green fluorescent protein (GFP)-positive cells did not penetrate into the WT graft (Fig. 1b and Extended Data Fig. 1a,b), indicating that axonal transport is not likely to be involved in the propagation of Aβ pathology into WT grafts. The greatest amyloid accumulation manifested along the border, an area known to have a slightly higher microglia density. Therefore, we investigated whether, indeed, host microglia are able to invade the WT graft by using *Cx3cr1*^+/−^/5xFAD mice. By 2 weeks after transplantation, massive invasion of CX3CR1-positive cells into the graft was evident, probably owing to injury or the placement of the graft itself, with the highest number of cells at the edges (Fig. 1c). This microglia accumulation ceased over time (Fig. 1d), although there was no prominent cell death (Fig. 1e,f). We observed many small Aβ particles within the cells or intimately associated with microglia (Extended Data Fig. 1d–f). Next, we characterized the cellular composition of the graft and confirmed the presence of doublecortin (DCX) in cellular samples, whereas we did not observe any signal for GFAP or IBA1 (Extended Data Fig. 2a). Furthermore, we detected NeuN-positive neurons at 4 and 16 weeks after transplantation as well as CX3CR1-positive microglia that were all double-labeled with IBA1 (Extended Data Fig. 2b–d). To prove that the microglia were indeed host-derived and not donor-derived, we transplanted embryonic cell suspensions from *Cx3Cr1-GFP* mice into *Hexb*^*tdTomato*^ recipients that express tdTomato exclusively in resident microglia in the central nervous system^16^. No GFP-positive donor-derived cells could be detected in the graft, excluding microglia contamination from the donors (Extended Data Fig. 2e). To rule out a contribution of infiltrating monocytes from the periphery, we used *Ccr2*^−/−^/5xFAD mice as recipients, which had similar Aβ load within the grafts when compared to *Ccr2*^+/−^/5xFAD mice, despite having significantly fewer IBA1-positive cells (Extended Data Fig. 3a–c). Likewise, the number of microglia within grafts placed either in *Cx3cr1*^+/−^/5xFAD or *Hexb*^*tdTomato*^/5xFAD recipients was similar (Extended Data Fig. 3d,e), confirming that resident microglia rather than peripheral monocytes from the hosts were infiltrating the grafts. Microglia within the grafts displayed the typical arborization with fine delineated processes similar to non-plaque-associated microglia outside the grafts (Fig. 1g), and the number of microglia surrounding amyloid plaques increased with plaque size independent of their graft or host association (Fig. 1h). By performing bulk RNA sequencing (RNA-seq) of fluorescence-activated cell-sorted (FACS) microglia derived from within or outside the grafts, we identified only three differentially expressed genes out of 15,548 genes (Fig. 1i and Supplementary Fig. 1), indicating that host microglia maintain their transcriptome after migration to the graft and reaffirming that microglia in both compartments are similar.

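Microglia (CD11b+CD45low cells, the brain's resident macrophages) were sorted from WT grafts and from cortex near the graft of 5xFAD mice, which carry transgenes that cause Aβ deposition, 4 weeks after injection. The samples comprised 3 libraries from inside the graft and 4 from outside it. The authors deposited the number of reads counted on each of 55341 gene names, without normalization. They aligned the reads with STAR and counted them with featureCounts on the GENCODE M21 annotation of GRCm38. By the settings recorded with the counts, strand was ignored, reads that aligned to several places were left out, and each read was given to 1 gene. Between 23241114 and 25882122 reads per library were counted inside the graft, with a median of 23735347, and between 18644807 and 24599193 outside it, with a median of 23327869. All 9 pairs of libraries of one group differed by more than counting noise, with a chi-square per degree of freedom of at least 16.6, so none was a second sequencing run of another. This comparison covers counting error only and does not show that the libraries came from separate RNA samples or mice, and they were taken as replicates from their labels. Counts were normalized with the trimmed mean of M values (TMM) and genes with low counts were removed with edgeR's filterByExpr, which left 15257 genes. The groups were compared with edgeR's quasi-likelihood test and, as in the paper's methods, with limma's voomWithQualityWeights, which gives each library a weight. Both used Benjamini-Hochberg adjustment and an adjusted P threshold of 0.01. The weights ran from 0.448 in outside graft 1, the library with the smallest total, to 1.76 in outside graft 4. The paper's text does not name the filter on low counts or the normalization, and both could change the number of genes called.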

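With voomWithQualityWeights, 3 of 15257 genes had an adjusted P below 0.01, and these were Cybb, Myo5a and Lyz2, all higher inside the graft. At an adjusted P below 0.05 the same test called 75 genes, 66 higher and 9 lower inside the graft. With edgeR's quasi-likelihood test, 0 genes passed 0.01 and 15 passed 0.05, all of them higher inside the graft, while 1457 genes had an unadjusted P below 0.05, against 762.85 that chance alone would give. Of the 15 genes, 12 were among the 75. The alternative that moved the edgeR count most was the DESeq2 Wald test, with 232 genes below 0.01, and among the filters, normalizations and weights tried with voomWithQualityWeights it was the restriction to genes with at least 10 counts in every library, with 48 genes. With each library left out in turn, voomWithQualityWeights called 11 genes without inside graft 1, 33 without inside graft 2, 2 without inside graft 3, 1 without outside graft 2 or 3 and 0 without outside graft 1 or 4, where 1858 genes had an unadjusted P below 0.05 with all libraries. With the replicate number as a block, which leaves out outside graft 4, voomWithQualityWeights called 77 genes. Whether these numbers pair the samples is not known. In simulated counts with the spread of these libraries, voomWithQualityWeights found 29.5% of genes changed 2-fold, 58.2% of genes changed 4-fold and 66% of genes changed 8-fold at an adjusted P below 0.01. The 95% confidence interval of the log2 fold change lay wholly between -1 and 1 for 8869 genes, or 58.1% of those tested, and for 8133 of the 8917 genes with a mean of 10 or more CPM (counts scaled to a common library size). It lay wholly beyond 1 for 199 genes that were higher inside the graft and wholly below -1 for 10 genes that were lower. For the other 6179 genes the libraries did not exclude a change above 2-fold. The intervals were not adjusted for the number of genes, so the 199 and 10 genes are not all shown to change above 2-fold. Of the 35 splits of the 7 libraries into 3 and 4, the real one included, 10 gave as few genes with an interval between -1 and 1 as the 8869.
Each of 11 gene lists, none holding Cybb, Myo5a or Lyz2, was tested with limma's camera at its preset correlation between genes. The median log2 fold change inside over outside the graft was 1.25 for the 19 genes of plaque-associated microglia (adjusted P = 3.05e-22), 3.74 for the 8 genes of proliferation (adjusted P = 1.4e-12), 0.98 for the 11 genes of the interferon response (adjusted P = 1.15e-10) and -0.21 for the 14 genes of homeostatic microglia (adjusted P = 2.02e-08). All 19, 8 and 11 genes of the first lists were higher and all 14 of the last were lower inside the graft. Of these genes, 18, 8, 7 and 7 had an adjusted P below 0.05 in voomWithQualityWeights when adjusted over the list alone, and 5, 4, 0 and 0 when adjusted over all genes tested. The lists of border-associated macrophages (median 3.29, 8 of 9 genes higher, adjusted P = 0.000575), monocytes (median 2.37, 10 of 10 higher, adjusted P = 0.00392) and dissociation-induced immediate early genes (median 0.80, 7 of 10 higher, adjusted P = 0.00662) also passed 0.05. Adjusted over the list alone, 5, 0 and 5 of their genes passed 0.05, and 0 of each passed when adjusted over all genes. The medians and directions are those of limma-voom without weights, and in edgeR the monocyte gene Vcan had a log2 fold change of -0.025. Each of the 8 proliferation genes was also higher inside in edgeR, but by less, such as Top2a with 3.50 against 6.29. The lists of neurons (median -0.86), astrocytes (median 0.91, but -0.097 without outside graft 3), oligodendrocytes (median -0.078) and partners of Cybb in the NADPH oxidase (median 0.21) had adjusted P values of 0.189, 0.781, 0.154 and 0.188. The astrocyte median was the limma-voom value of Aqp4. This gene averaged 1.49 CPM inside and 2.15 CPM outside the graft, with a log2 fold change of -0.52 in edgeR. With each library left out in turn the neuron median ran from -1.22 to -0.57 and the oligodendrocyte median from -0.16 to -0.029. That of the NADPH oxidase partners ran from 0.094 to 0.27. Under limma's fry, 4 lists passed 0.05, namely plaque-associated microglia, homeostatic microglia, proliferation and oligodendrocytes, and with a correlation estimated from the data 0 lists did. The paper reads the small number of differentially expressed genes as a sign that host microglia keep their transcriptome after they migrate to the graft. It adds this to morphology and plaque contacts in its view that microglia of the 2 compartments are alike.

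**Figure D1:**
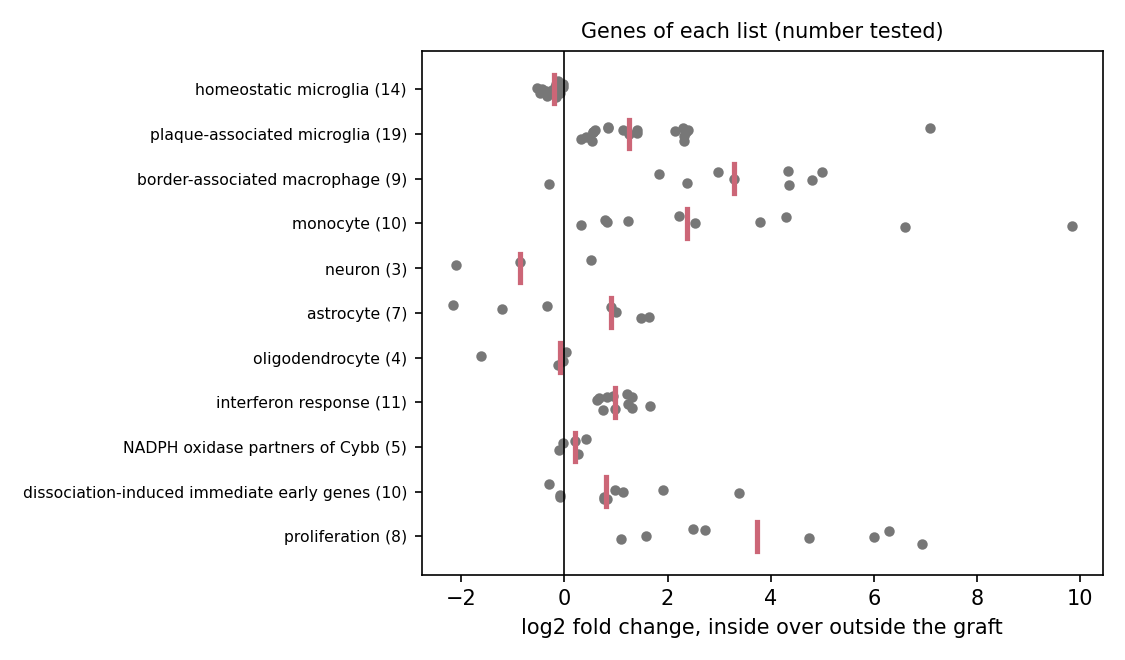
Log2 fold change (x axis, limma-voom, 3 libraries inside against 4 outside the graft) of each tested gene (points) of the 11 lists (y axis, number of genes tested in brackets). Red bars are the medians, from -0.86 for neurons to 3.74 for proliferation, and vertical scatter within a list has no meaning.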

**Fig. 1:**
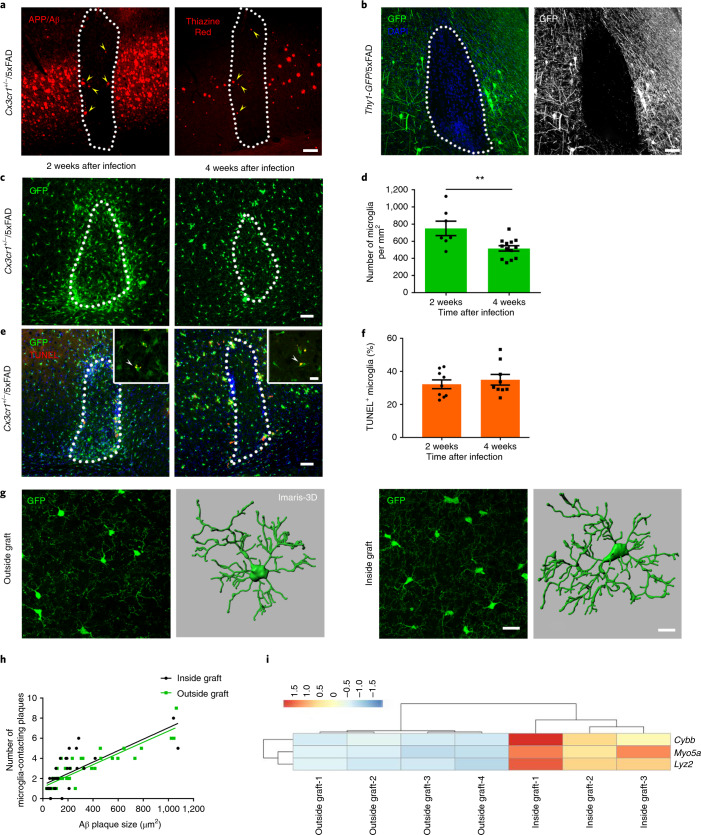
Characteristics of microglia in neuronal WT grafts. **a**, Fluorescence microscopy of a graft 4 weeks after injection into *Cx3cr1*^+/−^/5xFAD cortex. Yellow arrowheads indicate Aβ deposition (left: 6E10 in red, from *n* = 9 mice; right: Thiazine Red in red, from *n* = 4 mice) inside the graft (outlined with a white dotted line). Scale bar, 50 μm. **b**, Representative fluorescence microscopy of a graft at 4 weeks after injection in *Thy1-GFP*/5xFAD recipient mice, from *n* = 4 mice. Scale bar, 50 μm. **c**, Analysis of microglia accumulation inside grafts at 2 and 4 weeks after injection in *Cx3cr1*^+/−^/5xFAD transgenic mice. Scale bar, 50 μm. **d**, Graph shows mean (± s.e.m.) of microglia cell density inside grafts; each symbol represents one graft from *n* = 7 (2 weeks) and *n* = 13 (4 weeks) mice. Significant differences were determined using the Mann–Whitney test (**P = 0.0085). **e**, Fluorescence microscopy of TUNEL-positive (red) microglia (green) inside grafts at 2 and 4 weeks after injection in *Cx3cr1*^+/−^/5xFAD transgenic mice. Scale bars, 50 μm in the overview and 15 μm in the inset. **f**, Percentage of TUNEL-positive microglia inside grafts. Each symbol represents one graft from *n* = 9 mice per group. Data are presented as mean (± s.e.m.). Significant differences were determined using the two-tailed Mann–Whitney test. **g**, Confocal microscopy and Imaris-3D reconstruction of microglia outside (left) or inside (right) the graft. Scale bars, 20 μm in the confocal acquisition and 10 μm in the Imaris reconstruction. For 3D reconstruction, we considered two regions inside and outside grafts in *n* = 2 mice per group. **h**, Pearson correlation between the number of microglia-contacting plaques and plaque size inside (*r* = 0.53, *P* < 0.0001) and outside (*r* = 0.80, *P* < 0.0001) the grafts. Each symbol represents one compact plaque from *n* = 7 *Cx3cr1*^+/−^/5xFAD mice. **i**, Heat map of the three top differentially regulated genes (**P < 0.01) in microglia FACS-sorted from either isolated cortical grafts or cortical regions outside the transplant that were used as controls. Differentially expressed genes were determined using the limma-voom package in R. Source data

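Cybb (ENSMUSG00000015340.10) lies on the minus strand of chromosome X of GRCm38 from 9435252 to 9487771 and overlaps no other annotated gene. It had 186 ± 92.9 CPM (SD, n = 3 libraries) inside and 21.5 ± 8.80 CPM (SD, n = 4) outside the graft. Its log2 fold change was 3.23 (standard error 0.35, adjusted P = 0.00829) in voomWithQualityWeights and 3.12 (standard error 0.37, adjusted P = 0.0329) in edgeR's quasi-likelihood test. Myo5a (ENSMUSG00000034593.16) lies on the plus strand of chromosome 9 from 75071015 to 75223688. It is overlapped by 2 antisense pseudogenes, neither of which shares an exon with it. It had 66.1 ± 12.5 CPM inside and 20.5 ± 3.35 CPM outside the graft, with a log2 fold change of 1.74 (standard error 0.19, adjusted P = 0.00829) in voomWithQualityWeights and 1.69 (standard error 0.19, adjusted P = 0.0321) in edgeR. Lyz2 (ENSMUSG00000069516.8) lies on the minus strand of chromosome 10 from 117277331 to 117282321 and has 4 exons. It had 2790 ± 624 CPM inside and 569.5 ± 159.7 CPM outside the graft, with a log2 fold change of 2.39 (standard error 0.22, adjusted P = 0.00527) in voomWithQualityWeights and 2.29 (standard error 0.23, adjusted P = 0.0218) in edgeR. Its paralog Lyz1 had between 1 and 91 counts per library, at most 0.109% of the counts of both genes, and the log2 fold change of their summed counts was 2.29. For each of the 3 genes every library from inside the graft lay above every library from outside it. Chance gives this order in 2.86% of genes, but the 3 genes were picked on these same libraries, so the rate does not test them. With each library left out in turn, the log2 fold change in voomWithQualityWeights stayed between 2.89 and 3.58 for Cybb, between 1.60 and 1.94 for Myo5a and between 2.06 and 2.53 for Lyz2. Without any 1 of the 4 outside libraries the adjusted P of Cybb and of Myo5a lay between 0.0178 and 0.0945. It was also above 0.01 for Cybb without inside graft 1 (0.0106) and for Myo5a without inside graft 3 (0.0212). The adjusted P of Lyz2 was 0.0178 without outside graft 1 and 0.0347 without outside graft 4. With upper-quartile factors the adjusted P of Myo5a was 0.0101, and with the library size alone that of Cybb and of Myo5a was 0.014.

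**Figure D2:**
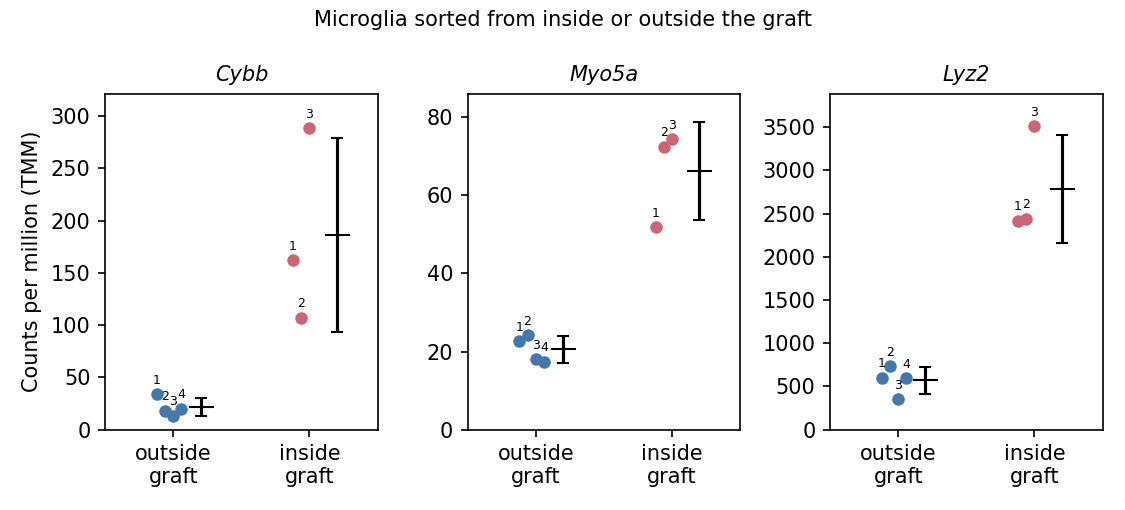
TMM-normalized CPM (y axis, linear from 0, a separate scale for each gene) of Cybb, Myo5a and Lyz2 in each library (points, numbered by replicate), with the mean and SD of the 4 outside and 3 inside libraries (black). Cybb lies between 107 and 288 CPM inside and between 13.5 and 34 CPM outside the graft.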

The fact that microglia are phagocytic cells and, as shown, invade the graft prompted us to speculate that microglia take up Aβ from the recipient tissue and invade the WT graft, where Aβ finally deposits. Manipulating microglial function should, therefore, alter this process. Because the capacity of microglia to phagocytose Aβ is compromised in the aging brain and AD^17–20^, we performed in vitro experiments to compare the amount of Aβ incorporated by microglia of adult and old 5xFAD mice (Extended Data Fig. 4a). Both the percentage of Aβ-containing microglia and the number of Aβ puncta per cell were significantly decreased in old mice (Extended Data Fig. 4b–d). Next, we analyzed the phagocytic capacity of microglia in vivo after administration of methoxy‐XO4. Flow cytometric analysis of microglia from adult and old WT and 5xFAD mice (Extended Data Fig. 4e and Supplementary Fig. 2) showed a significantly higher percentage of methoxy-XO4-positive microglia in old compared to adult animals (Extended Data Fig. 4f), whereas mean fluorescence intensity (MFI) of methoxy-XO4 was significantly decreased in microglia from old 5xFAD mice (Extended Data Fig. 4g). These data confirmed a decline in microglial phagocytosis of Aβ in old 5xFAD mice. Finally, we used young or old *Cx3cr1*^+/−^/5xFAD mice as recipients and compared the amyloid load inside the grafts 4 weeks later. The amount of Aβ within the grafts of old mice was strongly reduced, even though microglia density was equivalent (Extended Data Fig. 4h–j), suggesting that compromised phagocytosis by aged microglia in the transgenic host tissue subsequently lead to a decrease in amyloid deposition in WT grafts. We validated our hypothesis further by using *Cx3cr1*-deficient 5xFAD transgenic mice as recipients. In accordance with the higher Aβ clearance propensity in mice lacking CX3CR1 (ref. ^21^), the amyloid load was again significantly reduced in the grafts, although the number of microglia in both genotypes was similar (Extended Data Fig. 5a–c). Next we took advantage of *Irf8*^−/−^/*Cx3cr1*^+/−^ transgenic mice, which are characterized by microglia with reduced and swollen processes^22,23^ and reduced motility^24^. Indeed, IRF8-deficient microglia exhibited morphological alterations, such as reduced and shorter branches (Fig. 2a)^22^. Under steady-state conditions, microglial process motility in *Irf8*^−/−^ mice was strongly impaired (Supplementary Videos 1 and 2). Furthermore, focal-laser-induced damage followed by time lapse in vivo two-photon imaging revealed a diminished microglia response to the lesion in *Irf8*^−/−^ mice (Supplementary Videos 3 and 4 and Fig. 2b). Quantification of responding cells based on their distance from the injury site identified significantly fewer responding cells in *Irf8*^−/−^ mice than in control groups (Fig. 2c). In contrast to the cell bodies, which remained at their original positions^25,26^, the speed of microglial processes and the distance to the injury declined markedly in these mice (Fig. 2d,e). We then generated *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice, which had similar numbers of Aβ plaques (Extended Data Fig. 6a–d) with significantly less microglial clustering around Aβ plaques and a smaller amount of internalized Aβ (Extended Data Fig. 6e–h). Notably, microglia failed to migrate into the WT grafts, and, thus, the number of microglia that entered the grafts was substantially reduced, resulting in a reduction in amyloid deposits in the grafts (Fig. 2f–h), further corroborating our hypothesis. Strikingly, we also found evidence for microglia propagating Aβ into WT tissue by depleting microglia using the colony-stimulating factor 1 receptor (CSF-1R) inhibitor BLZ945 in *Cx3cr1*^+/−^/5xFAD recipient mice (Extended Data Fig. 7a). We obtained an approximately 80% cell reduction in the cortex of mice treated with the CSF-1R inhibitor as well as within the grafts (Extended Data Fig. 7b–f), resulting, again, in significantly fewer Aβ deposits within the grafts (Extended Data Fig. 7e,g). Because the elimination of microglia did not completely prevent Aβ plaque formation within the grafts, we cannot rule out the possibility that additional factors (for example, diffusion) at least partially contribute to this propagation process. Neither CSF-1R inhibitor treatment nor IRF8 deficiency had an effect on the presence of astrocytes within the grafts, despite lowered amyloid content (Extended Data Fig. 8a–d), indicating that astrocytes might play only a minor role in amyloid propagation, at least in our grafting model system. To finally demonstrate the active involvement of microglia in Aβ propagation into grafts, we performed repetitive two-photon in vivo imaging of *Irf8*^+/+^/*Cx3cr1*^+/−^/5xFAD mice in comparison to *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice and examined microglial motility associated with Aβ transport in response to a laser-induced focal tissue injury. Microglia moved to the lesion site, where Aβ plaques started to build up concomitantly (Fig. 3a,c,d,e) owing to microglial transport of Aβ toward the lesion site (Supplementary Videos 5 and 6). By contrast, movement of Aβ-laden microglia toward the lesion site was not evident in *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice (Fig. 3b). We further validated our findings in the absence of tissue injury by co-culturing young brain slices from WT animals with old *Cx3cr1*^+/−^/5xFAD brain slices, as recently reported^20^. We detected at 14 days in vitro many GFP-positive microglia migrating toward the WT tissue, with fewer cells reaching the edges of the young tissue and only some that migrated deeper into the tissue (Extended Data Fig. 9a,c). Upon closer inspection, we noticed Aβ-containing microglia clearly migrating from the old *Cx3cr1*^+/−^/5xFAD brain slice to the young WT slice (Extended Data Fig. 9b,d), confirming the notion that Aβ is transported by microglia into non-diseased brain tissue.

**Fig. 2:**
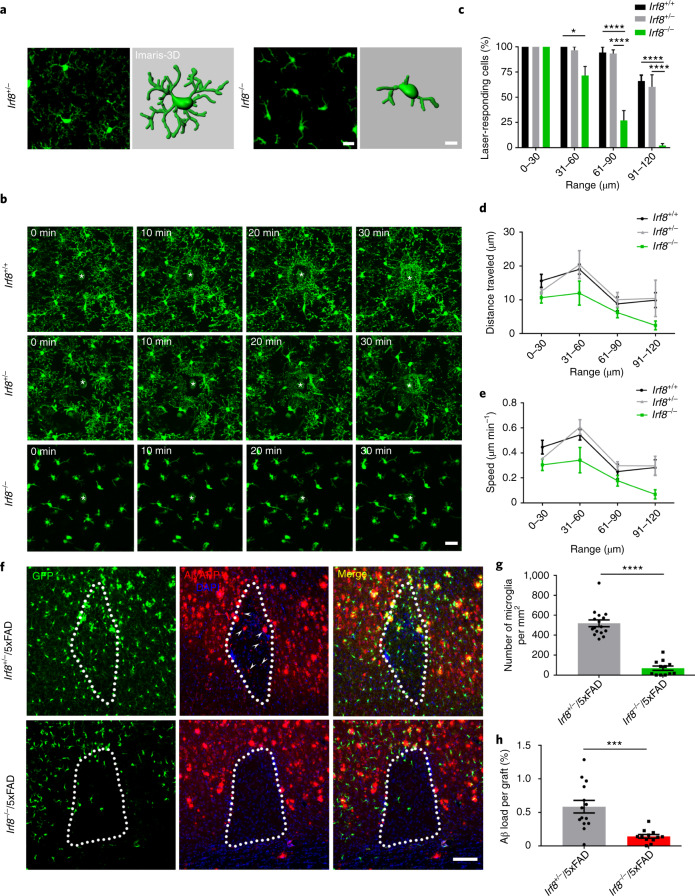
Decreased Aβ deposition inside grafts in *Irf8*^−/−^/5xFAD recipient mice. **a**, Representative confocal images (left) and corresponding Imaris-3D reconstruction (right) of microglia in the cortex of *Irf8*^+/−^ and *Irf8*^−/−^ mice. Scale bars, 15 μm in the left image and 10 μm in the 3D reconstruction on the right. For 3D reconstruction, two cells were considered in *n* = 2 mice per group. **b**–**e**, In vivo two-photon analysis of microglia process motility between 0 and 30 min after laser lesion ablation in *Irf8*^+/+^, *Irf8*^+/−^ and *Irf8*^−/−^ mice. Scale bar, 20 μm. Quantification of percentage of laser-responding cells (**c**), mean distance traveled (**d**) and speed of microglia processes (**e**) based on their distance from the injury site. Data are presented as mean (± s.e.m.). Significant differences were determined using two-way ANOVA followed by Sidak’s multiple comparison test (in **c**, ****P < 0.0001 and *P = 0.030), Tukey’s multiple comparison test *F*_6,46_ = 0.8661 (in **d**, range 31–60 μm: *P = 0.044 *Irf8*^+/+^ versus *Irf8*^−/−^ and **P = 0.008 *Irf8*^+/−^ versus *Irf8*^−/−^; range 91–120 μm: *P* = 0.054 *Irf8*^+/+^ versus *Irf8*^−/−^ and *P = 0.0199 *Irf8*^+/−^ versus *Irf8*^−/−^) and Tukey’s multiple comparison test *F*_6,46_ = 0.9551 (in **e**, range 31–60 μm: *P = 0.0484 *Irf8*^+/+^ versus *Irf8*^−/−^ and **P = 0.0039 *Irf8*^+/−^ versus *Irf8*^−/−^; range 91–120 μm: *P* = 0.0584 *Irf8*^+/+^ versus *Irf8*^−/−^ and *P = 0.0235 *Irf8*^+/−^ versus *Irf8*^−/−^). Data are from *n* = 4 *Irf8*^+/+^, *n* = 5 *Irf8*^+/−^ and *n* = 6 *Irf8*^−/−^ mice. **f**, Grafts in *Irf8*^+/−^/5xFAD and *Irf8*^−/−^/5xFAD recipient mice immunostained for Aβ (6E10, red; white arrowheads indicate Aβ depositions) and DAPI (blue). Scale bar, 100 μm. **g**,**h**, Graphs show mean (± s.e.m.) microglia density (**g**) and percentage of Aβ inside the grafts (**h**) in the two groups of mice. Each symbol represents one graft from *n* = 7 *Irf8*^+/−^/5xFAD and *n* = 6 *Irf8*^−/−^/5xFAD mice. Significant differences were determined using the two-tailed Mann–Whitney test (****P < 0.0001 in **g** and ***P = 0.001 in **h**). Source data

**Fig. 3:**
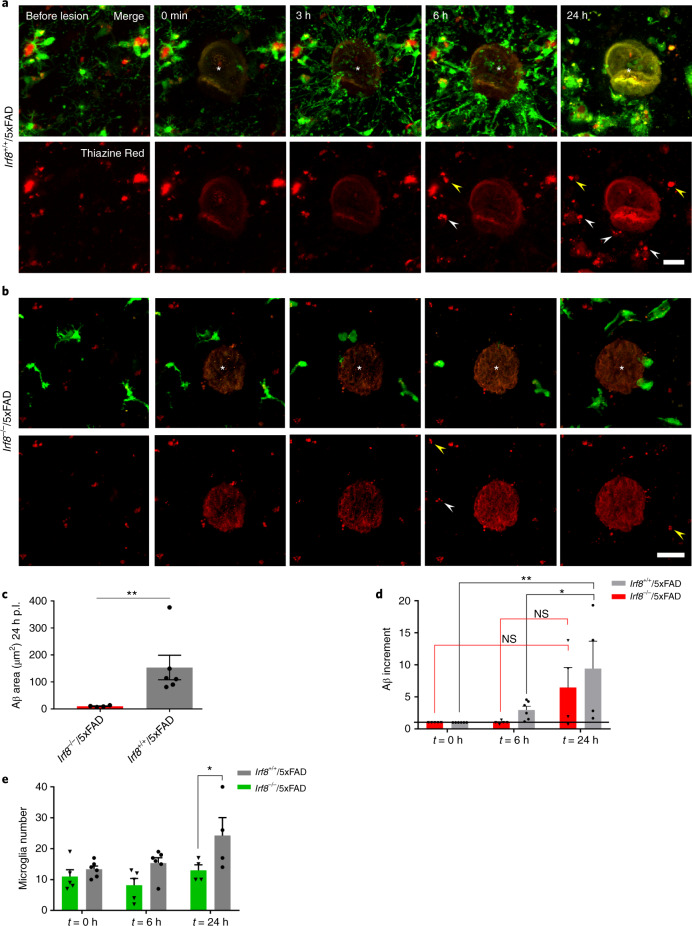
In vivo two-photon imaging of Aβ-containing microglia movement after laser lesion. **a**,**b**, In vivo two-photon imaging of Aβ-containing microglial responses at different time points after laser-induced tissue injury in *Irf8*^+/+^/*Cx3cr1*^+/−^/5xFAD mice (**a**) and *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice (**b**). The top panels show merged images of GFP (green) and Thiazine Red (red) signal; the bottom panel shows only the Thiazine Red signal; asterisks indicate laser ablations; white arrowheads depict internalized Aβ moving with time; and yellow arrowheads indicate amyloid material associated with small microglia debris or no microglia association at all (shown only in the red channel). Scale bars, 50 μm. **c**–**e**, Graphs show mean (± s.e.m.) of Aβ accumulation at the lesion site 24 h post lesion (p.l.) in both groups of mice (**c**), relative increment of Aβ at the lesion site at 0, 6 and 24 h p.l. (**d**), and microglia accumulation at 0, 6 and 24 h p.l (**e**). Each symbol represents one laser lesion from *n* = 6 *Irf8*^+/+^/*Cx3cr1*^+/−^/5xFAD mice and *n* = 5 *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice. Significant differences were determined using either the two-tailed Mann–Whitney test (**P = 0.0095 in **c**) or two-way ANOVA with Sidak’s multiple comparison test (*P = 0.0436 and **P = 0.0068 in **d** and *P = 0.0282 in **e**). NS, not significant. Source data

Together, these findings highlight the importance of microglia for the propagation of Aβ pathology into WT grafts by acting as Aβ carriers that migrate toward previously unaffected brain tissue. By using neural grafting experiments in 5xFAD mice with altered microglial function, we propose that the formation of Aβ plaques in grafted, unaffected tissue is, at least to some extent, dependent on host microglia functionality (Supplementary Fig. 3). Although our findings need to be repeated in a physiologically more relevant context, one can envision that physical trauma, traumatic brain injury, stroke, tumor or neurodegeneration might become the trigger for microglia migration and transport of Aβ. We conclude that targeting microglia function might provide an opportunity to interfere with the propagation of Aβ.

## Methods

### Animals

To visualize neuronal structures, *Thy1-eGFP* mice^27^ were crossbred with 5xFAD transgenic mice co-expressing human APP^K670N/M671L(Sw)+I716V(Fl)+V717I(Lo)^ and PS1^M146L+L286V^ under the control of the neuron-specific *Thy1* promoter^28^. To visualize green fluorescence in microglia, we intercrossed *Cx3cr1*^*GFP/wt*^/5xFAD (here reported as *Cx3cr1*^+/−^/5xFAD)^29^ mice to obtain *Cx3cr1*^+/−^/5xFAD or *Cx3cr1*^−/−^/5xFAD; to visualize red fluorescence in microglia, we crossed *Hexb*^*tdTomato*^ with 5xFAD mice and obtained homozygous *Hexb*^*tdTomato*^/5xFAD mice. We backcrossed 5xFAD with *Irf8*^−/−^/*Cx3cr1*^*GFP/GFP*^ mice (courtesy of Clemens Lange) to obtain *Irf8*^+/+^/*Cx3cr1*^+/−^ /5xFAD, *Irf8*^+/−^/*Cx3cr1*^+/−^/5xFAD or *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice. The *Hexb*^*tdTomato*^ and *Ccr2*^−/−^/5xFAD transgenic mice were kindly provided by Marco Prinz. All mice were on a C57BL/6 background. For this study, only female mice were used, to minimize variability and reduce sample size. Animals were group-housed under specific pathogen-free conditions and kept under a 12-h light–dark cycle with food and water ad libitum at a temperature of 22 °C and 73% humidity. For all experiments, mice were randomly allocated into each experimental group. All animal experiments were carried out in accordance with the policies of the State of Baden-Württemberg under license number G16-100.

### Preparation of cortical cell suspensions for intracerebral grafting

Primary cortical neurons were isolated from C57BL/6 WT mice at embryonic day 16–17. Cortices were dissected on ice, trypsinized for 10 min with 0.05% Trypsin-EDTA (Gibco) at 37 °C and washed three times in HBSS (Gibco). Cells were triturated in DMEM (Gibco) by pipetting up and down until the suspension was homogenous and maintained on ice until the injection.

### Intracerebral grafting

Mice were anesthetized via intraperitoneal (i.p.) injection with a mixture of ketamine (100 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight) dissolved in saline. For bilateral stereotactic transplantation of neuronal cell suspensions, a Hamilton syringe was placed into the cortex (AP +1.8 mm, L ±1.5 mm, DV −1.3 mm) of 9–10-week-old (young adult) or 8–11-month-old (adult) mice. Animals were injected with 3 µl (approximately 20,000 cells) per hemisphere at an injection speed of 1 µl min^−1^. After each injection, the needle was kept in place for 1 min before it was slowly withdrawn. The surgical site was cleaned with sterile saline and the incision sutured. Mice were monitored until recovery from anesthesia and followed for 2, 4 or 16 weeks.

### Isolation of primary microglia for in vitro culture

The whole brain from adult (20–30-week-old) or old (50–60-week-old) mice was isolated after transcardial perfusion with 1× PBS, and a single-cell suspension was prepared. The homogenate was filtered through a cell strainer (70 µm) and separated by 37% Percoll gradient centrifugation at 400*g* for 30 min at 4 °C. The myeloid-containing phase was collected and washed once with HBSS. The cells were resuspended in culture medium (DMEM/F-12, 1× penicillin–streptomycin, 10% FCS) and plated onto poly-lysinated coverslips for 24 h at 37 °C and 5% CO_2_. The cells were quickly washed with 1× PBS and fixed with 4% paraformaldehyde (PFA) for 15 min. Microglia were isolated from 3–6 animals per group.

### Histology and immunocytochemistry

Mice were overdosed with an i.p. injection of ketamine and xylazine and transcardially perfused with 10 ml of ice-cold PBS followed by 10 ml of ice-cold 4% PFA (ROTI-Histofix, Carl Roth) in PBS. Brains were isolated and post-fixed in 4% PFA for 24 h at 4 °C, followed by incubation in 30% sucrose (in PBS, pH 7.5) for 48 h. Frozen brains were cut into 25 µm-thick coronal sections on a sliding microtome (SM2000R, Leica Biosystems) and collected in 15% glycerol dissolved in PBS. Sections were incubated overnight at 4 °C with the following antibodies diluted in 1× PBS containing 5% normal goat serum (NGS) and 0.5% Triton X-100: anti-IBA1 (rabbit, 1:500, Abcam, ab178846), anti-GFAP (mouse, 1:500, Sigma-Aldrich, GA5), anti-Aβ (mouse, 1:1,000, Covance, 6E10) and anti-NeuN (mouse, 1:500, Abcam). Appropriate secondary antibodies conjugated to Alexa Fluor 488 or 555 (1:1,000) were used before counterstaining with DAPI (1:10,000).

Primary microglia cultures were immunolabeled using anti-Aβ (mouse, 1:1,000, Covance, 6E10) and anti-IBA1 (rabbit, 1:1,000, Wako, 019-19741) diluted in 1× PBS containing 5% NGS overnight at 4 °C and incubated for 1.5 h with secondary antibodies conjugated to Alexa Fluor 488 or 555 (1:1,000) and finally counterstained with DAPI (1:10,000).

### TUNEL apoptosis assay

For the labeling of apoptotic cells inside grafts, the In Situ Cell Death Detection Kit (Roche) was used. This method is based on TUNEL. Sections were mounted on glass slides and dried overnight. The slides were post-fixed in 4% PFA for 10 min and washed for 20 min in PBS, followed by permeabilization in ice-cold 0.5% Triton X-100 and 0.1% sodium citrate for 2 min at 4 °C. The freshly prepared TUNEL reaction mixture was kept in the dark and on ice until use. The slides were incubated with 50 μl of TUNEL reaction mixture in a humid chamber for 1 h at 37 °C. After this incubation step, slides were washed three times for 5 min each in PBS, dried, and covered with mounting medium and a glass coverslip. Slides were kept in the dark at 4 °C until they were used for microscopy. As a positive control, sections were incubated with recombinant DNase I. For double labeling of TUNEL and antibodies, first, antibody labeling was done, followed by staining with the TUNEL kit.

Confocal images of the stained grafts were taken with an Olympus confocal microscope (FluoView FV 1000), and the percentage of TUNEL-positive microglial cells inside grafts was quantified using ImageJ (version 1.52a).

### Microglia counting and assessment of Aβ

Every tenth brain section was immunohistochemically labeled with the 6E10 antibody specific to human Aβ/APP to easily identify the graft, as grafted WT cells are negative for APP, whereas the recipient surrounding tissue has a high content of intracellular APP staining. Fluorescence sections were imaged with a Zeiss fluorescence microscope (Axio Imager M2M) and opened with ImageJ for analysis. Total Aβ load in the graft was determined by calculating the per cent area fraction occupied by Aβ-positive staining in the graft, and the density of microglia inside the graft was counted manually. Each data point represents one graft in the histogram. Data were excluded if intracerebral grafting was unsuccessful or no graft was present.

Microglia depletion efficiency was determined by counting the number of GFP-positive microglia in the cortex of the CSF-1R- and vehicle-treated animals; 10–12 sections per animal were analyzed. Cell counting and the area of the cortex were measured with ImageJ, and the values were expressed as cell density (microglia per mm^2^).

To quantify the compact Aβ plaques in the cortex and hippocampus of *Irf8*/5xFAD mice, 5–6 brain sections per mouse were acquired with the Zeiss fluorescence microscope, and the number of Thiazine Red-positive plaques in the region of interest was counted manually with ImageJ.

For quantification of Aβ inside microglia of *Irf8*/5xFAD mice, three brain sections per mouse were aquired with an Olympus confocal microscope at ×20 magnification, and the amount of internalized Aβ was quantified using ImageJ.

For quantification of Aβ internalized by isolated microglia, immunolabeled cells were imaged with the Zeiss fluorescence microscope; the number of Aβ spots inside each cell and the percentage of Aβ-containing microglia were manually counted in ImageJ.

### Immunoblot analysis of grafts

The cortical cell suspension was centrifuged at 800*g* for 5 min at 4 °C, and the pellet was lysed by resuspension in RIPA buffer (1 ml per 1 × 10^7^ cells). After 30-min incubation on ice, the samples were centrifuged at 13,000*g* for 10 min at 4 °C, and the supernatant was stored at −20 °C until use. Brain homogenate of a 12-month-old 5xFAD mouse was prepared as previously described^10^. The total protein concentration was determined using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For separation, samples were mixed with NuPAGE Sample Reducing Agent (10×) and NuPAGE LDS Sample Buffer (4×) and loaded onto NuPAGE 4–12% Bis-Tris Mini Gels (Invitrogen).

Proteins were transferred onto PVDF membranes (Bio-Rad) and incubated with specific antibodies against Aβ (mouse, 1:1,000, Covance, 6E10), DCX (rabbit, 1:2,000, Abcam, ab18723), GFAP (rabbit, 1:2,000, Dako, Z033401-2), IBA1 (rabbit, 1:100, Wako, 016-20001), α-tubulin (chicken, 1:1,000; Abcam, ab89984) and β-actin–HRP (mouse, 1:3,000, Abcam, ab20272) and incubated with the corresponding HRP-linked secondary antibodies. Clarity Western ECL Substrate (Bio-Rad) was used for protein visualization. The blot was acquired with Image Lab 4 software (Bio-Rad).

### Laser lesion and in vivo imaging of microglia process outgrowth

Animals were anesthetized via i.p. injection of ketamine (100 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight), and a 3-mm cranial window was implanted over the somato‐sensory cortex of 12–14-week-old *Irf8*^+/+^, *Irf8*^+/−^ and *Irf8*^−/−^ mice. During the imaging session, the body temperature was monitored and maintained at 36–37 °C using a heating blanket. Depth of anesthesia was assessed by monitoring pinch withdrawal and vibrissae movements.

Laser lesion and acute two-photon imaging were carried out using Olympus FV1000 with Mai Tai DeepSee Laser (Spectra-Physics) with an excitation wavelength of 900 nm and an emission filter of 515–560 nm. Focused laser injury was induced ain a small area of about 80 μm^2^ within the region of interest at 50 μm below the pial surface using a laser pulse (75% power for 30 s) with a frequency of 8 μs per pixel. Microglia response was recorded every 5 min for a total of 35 min at a depth of 30–70 μm with 2.5-μm *z* increments and 512 × 512-pixel resolution. In each mouse, 4–6 different sites were recorded. At the end of the experiment, mice were killed by decapitation.

### Quantification of process microglia movement

The extension of individual microglia processes was tracked manually and measured using ImageJ considering the initial distance (at *t* = 0 min) and the final distance (at *t* = 35 min) from the center of the laser lesion. The mean speed and distance traveled were calculated for each microglial process. The percentage of responsive microglia cells was quantified by counting cells that showed at least one process moving toward the lesion site. The positions of the processes at *t* = 0 min were divided into four ranges: 0–30 µm, 31–60 µm, 61–90 µm and 91–120 µm (see the results above).

### Laser lesion and in vivo imaging of Aβ-containing microglia in *Irf8*^+/+^/*Cx3cr1*^+/−^/5xFAD and *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice

*Irf8*^+/+^/*Cx3cr1*^+/−^/5xFAD and *Irf8*^−/−^/*Cx3cr1*^+/−^/5xFAD mice (7–10 months old) were anesthetized via i.p. injection of ketamine (100 mg kg^−1^ body weight) and xylazine (10 mg kg^−1^ body weight), and a craniotomy was performed as described above, but before covering the exposed cortex with the glass coverslip, the dura was carefully removed, and 10 μl of 0.01% Thiazine Red diluted in sterile 1× PBS was applied to the cerebral cortex for 5 min.

Laser lesion and acute two-photon imaging were carried out as described above with the following main differences: (1) laser injury was induced in a larger area of about 2 mm^2^ within the region of interest; (2) emission filters of 590–650 nm and 515–560 nm were used to detect, respectively, Thiazine Red and GFP signal; and (3) microglia response was recorded every hour for a total of 6 h on the first day at a depth of 0–70 μm. Imaging of the same lesioned region was carried out, as a single acquisition, 24 h later. At the end of the experiment, the mouse was killed by decapitation.

Aβ area and microglia number were quantified, using ImageJ, after lesion induction (*t =* 0 h), at the end of the acute imaging session (*t* = 6 h) and after 24 h (*t* = 24 h) in a defined area of 150 µm × 150 µm around the lesion, to calculate the Aβ and microglia movement over time between the two groups.

### In vivo Aβ phagocytosis assay

5xFAD mice (young adults: 10–12 weeks old; adults: 10–12 months old) were injected intraperitoneally with methoxy-XO4 (10 mg kg^−1^ body weight, Tocris, cat. no. 4920). After 3 h, mice were transcardially perfused with ice-cold 1× PBS. Hippocampi were collected, and microglia were isolated by using density gradient separation and prepared as described previously with slight modifications^10^. In addition to the microglia surface markers CD11b (1:200, clone M1/70, BioLegend, cat. no. 101212) and CD45 (1:200, clone 30-F11, BioLegend, cat. no. 103106), the following lineage markers were added: anti-CD3 (1:300, clone 17A2, BioLegend, cat. no. 100220), anti-CD19 (1:300, clone 6D5, BioLegend, cat. no. 115520), anti-CD45R (1:300, clone RA3-6B2, BD Biosciences, cat. no. 552772), Ly6C (1:300, clone AL-21, BD Biosciences, cat. no. 560593) and Ly6G (1:300, clone 1A8, BD Biosciences, cat. no. 560601) for 20 min at 4 °C. Percentage and MFI of methoxy-XO4-positive CD11b^+^CD45^low^ microglia were determined by flow cytometry using a FACSCanto II (BD Biosciences) and analyzed with FlowJo software (Tree Star).

### RNA isolation from isolated microglia

Grafts were isolated from the cortex of 5xFAD mice 4 weeks after injection. In brief, mice were overdosed through i.p. injection of ketamine and xylazine and transcardially perfused with 10 ml of ice-cold PBS. Brains were immediately isolated and divided coronally at the injection site. The cortical grafts were identified under a stereo-microscope and carefully isolated with a small scalpel; as control, small cortical pieces near the transplant were also isolated. The cortical samples were collected in FACS medium and maintained on ice until further use.

Microglia were isolated and gated as described above. 

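In the libraries sorted on CD11b and CD45, the gene of CD11b (Itgam) had 336 ± 21.8 CPM (SD, n = 3 libraries) inside and 325 ± 58.7 CPM (SD, n = 4) outside the graft, and the gene of CD45 (Ptprc) had 545 ± 19.5 and 425 ± 56.8 CPM. Neither difference passed an adjusted P of 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted P = 0.962 and 0.337), and the log2 fold change of Itgam was 0.046 in this test and -0.035 in voomWithQualityWeights. The microglia gene Cx3cr1 had 6478 ± 383.6 CPM inside and 7389 ± 599.2 CPM outside the graft (adjusted P = 0.496). The neuronal gene Rbfox3 had a mean of 1.66 CPM inside and 1.15 CPM outside the graft. Its highest values were 2.65 CPM in inside graft 3 and, outside the graft, 1.92 CPM in outside graft 1. The astrocyte gene Gfap had means of 0.766 and 0.211 CPM. They came from at most 35 counts in a library inside and at most 11 counts in a library outside the graft.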

CD11b^+^CD45^low^ microglia were directly sorted by FACS into cell lysis buffer with MoFlo Astrios (Beckman Coulter). Total RNA extraction using Arcturus PicoPure RNA Isolation Kit (Thermo Fisher Scientific, cat. no. KIT0204) was performed according to the manufacturer’s protocol.

### Bulk RNA-seq from isolated microglia

The SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech) was used to generate first-strand cDNA from 300 pg of totalRNA. Double-stranded cDNA was amplified by long-distance PCR (13 cycles) and purified via magnetic bead clean-up. Library preparation was carried out as described in the Illumina Nextera XT Sample Preparation Guide. Next, 150 pg of input cDNA was tagmented (tagged and fragmented) by the Nextera XT transposome. The products were purified and amplified via a limited-cycle PCR program to generate multiplexed sequencing libraries. For the PCR step, 1:5 dilutions of index 1 (i7) and index 2 (i5) primers were used. The libraries were quantified using the KAPA Library Quantification Kit—Illumina/ABI Prism User Guide (Roche Sequencing Solutions). Equimolar amounts of each library were sequenced on a NextSeq 500 instrument controlled by the NextSeq Control Software, version 2.2.0, using two High Output Kits (75 cycles) with the dual index, single-read run parameters. Image analysis and base calling were done by the Real Time Analysis Software, version 2.4.11. The resulting BCL files were converted into FASTQ files with the bcl2fastq software, version 2.18.

Library preparation and RNA-seq were performed at the Genomics Core Facility ‘KFB - Center of Excellence for Fluorescent Bioanalytics’ (University of Regensburg; http://www.kfb-regensburg.de).

### Differential gene expression analysis

FASTQ files were aligned to the mouse genome (GENCODE M21 genome version and transcriptome annotation) using the STAR aligner (version 2.7.2a)^30^. Aligned BAM files were processed using featureCounts (version 1.6.2) from the subread package^31^ using standard settings to obtain gene counts.

Differential gene expression analysis was performed using the limma/voomWithQualityWeights pipeline from the R package loom^32^. Genes were deemed differentially expressed at an adjusted *P* of less than 0.01. For the volcano plot, data were plotted using R packages ggplot2 (version 3.3.3) and ggrepel (version 0.9.1). An expression heat map was generated from the expression data using the R package pheatmap^33^.

### Microglia depletion

CSF-1R inhibitor BLZ945 (Novartis) was dissolved in 20% (2-hydroxypropyl)-β-cyclodextrin (Sigma-Aldrich). A dose of 200 mg kg^−1^ body weight was used. In 9–10-week-old *Cx3cr1*^+/−^/5xFAD mice, BLZ945 was administered by oral gavage for 30 consecutive days starting 3 d before cell transplantation. The mice were killed and analyzed 1 d after the last application.

### Organotypic brain slice cultures

Organotypic brain slices from 9–11-month-old *Cx3cr1*^+/−^/5xFAD and P6–7 WT (C57BL6J) mice were prepared as previously described^20^. In brief, postnatal WT mice were killed by decapitation and aged mice by CO_2_ inhalation, following animal handling laws. After brain isolation, the olfactory bulb, midbrain, brain stem and cerebellum were removed, and the remaining cortical hemispheres were separated and cut sagittally at 350 μm using a tissue chopper (Mcllwain, model TC752, Mickle Laboratory Engineering). Intact cortico‐hippocampal slices from postnatal brains and cortical slices from aged brains were selected in a pre‐cooled dissection medium (50% HEPES‐buffered MEM, 1% penicillin–streptomycin, 10 mM Tris, pH 7.2) and incubated in the same medium for 30 min at 4 °C. Two postnatal cortico-hippocampal slices were plated together with two aged cortical slices onto a 0.4‐μm porous polytetrafluoroethylene membrane insert (PICMORG50, Millipore) placed in a 3.5-cm dish containing slice culture medium (50% HEPES‐buffered MEM, 25% HBSS, 1 mM l‐glutamine (Gibco) and 25% heat‐inactivated horse serum (Merck‐Sigma)). A minimum of nine co-culture dishes were prepared using one aged *Cx3cr1*^+/−^/5xFAD mouse per experiment (*n* = 2). Medium was exchanged 1 d after preparation and subsequently every 3–4 d. Slices were kept in culture for 2 weeks and then fixed in 4% PFA/sucrose for 15 min at room temperature, followed by three washes with PBS. For the immunohistochemical analysis of co-cultures, slices were permeabilized in PBS containing 0.5% Triton X‐100 (PBS-T) for 30 min, cut from the insert using a scalpel and subsequently incubated with the blocking solution (5% NGS in PBS-T) for 1 h at room temperature, followed by overnight incubation at room temperature with the primary anti-GFP antibody (1:500, Fitzgerald, cat. no. 20R‐GR011) added to the blocking solution. Slices were washed three times for 10 min with PBS-T and incubated for 3 h at room temperature with blocking solution containing the secondary antibody goat anti-rabbit Alexa Fluor 488 (1:250) (Life Technologies) and Hoechst 33342 for nucleus visualization (1:1,000, cat. no. H3570, Thermo Fisher Scientific). Slices were washed three times for 10 min with PBS-T and subsequently stained with Thiazine Red (Sigma‐Aldrich, 2 μM solution in PBS) for 20 min in the dark at room temperature, followed by three PBS-T washing steps. Slices were mounted using Gel Aqua Mount medium (Sigma‐Aldrich) and analyzed by confocal microscopy (Leica TCS SP5 II). Representative overview images were acquired with a 10× objective and high-magnification images with a 63× water immersion objective.

### Statistical analysis

GraphPad Prism 7 was used for statistical analysis. Student’s *t*-test, Mann–Whitney test, Kruskal–Wallis test followed by Dunn’s multiple comparison test or one-way or two-way ANOVA followed by Sidak’s, Dunn’s or Tukey’s multiple comparison test was applied. For correlation, the Pearson correlation was used. Reported values are means ± s.e.m. Significance level *α* was set to 0.05; *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^5,13^. Data distribution was assumed to be normal, but this was not formally tested. Investigators were blinded for staining experiments, microglia counts, assessment of Aβ and flow cytometry experiments.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-021-00951-0.

## Supplementary information

Supplementary Information Supplementary Figs. 1–3, Supplementary Fig. legends and legends for Supplementary Videos 1–6

Reporting Summary

Supplementary Video 1 Video file showing microglia in vivo under resting state condition in an *Irf8*^+/−^ mouse. Scale bar, 10 µm.

Supplementary Video 2 Video file showing microglia in vivo under resting state condition in an *Irf8*^−/−^ mouse. Scale bar, 10 µm.

Supplementary Video 3 Video file showing microglial responses to a localized laser-induced injury in vivo in an *Irf8*^+/−^ mouse. Scale bar, 15 µm.

Supplementary Video 4 Video file showing microglial responses to a localized laser-induced injury in vivo in an *Irf8*^−/−^ mouse. Scale bar, 15 µm

Supplementary Video 5 Video file showing an Aβ-containing microglial cell moving toward the lesion. Scale bar, 20 µm.

Supplementary Video 6 Video file showing Aβ-containing microglia moving toward the lesion. Scale bar, 20 µm.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The raw data for RNA sequences of this project are available at the Gene Expression Omnibus under accession code GSE162920. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical Source Data
Source Data Fig. 2 Statistical Source Data
Source Data Fig. 3 Statistical Source Data
Source Data Extended Data Fig. 1 Statistical Source Data
Source Data Extended Data Fig. 2 Unprocessed Western Blots
Source Data Extended Data Fig. 3 Statistical Source Data
Source Data Extended Data Fig. 4 Statistical Source Data
Source Data Extended Data Fig. 5 Statistical Source Data
Source Data Extended Data Fig. 6 Statistical Source Data
Source Data Extended Data Fig. 7 Statistical Source Data
Source Data Extended Data Fig. 8 Statistical Source Data

How the deposited data were processed for this re-analysis (not part of the article)

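Bulk RNA-seq was analysed for microglia sorted from inside WT grafts (3 libraries) and from cortex outside them (4 libraries) of 5xFAD mice, 4 weeks after injection. The sample labels give an age of 14 weeks. Conditions and replicate numbers were taken from the labels.

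The authors aligned single reads with STAR to the mouse genome with the GENCODE M21 annotation and deposited raw counts per gene name from featureCounts, 1 column per library and without normalization. Reads that aligned to several places were not counted, which lowers the counts of genes with near-identical copies, and strand was not used, so antisense transcription over an exon would be counted on the gene. Total counts ran from 18644807 to 25882122 per library. Amplified reads without molecular identifiers are not independent molecules, so a total overstates the number of molecules sampled.

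From these counts, CPM, log2 fold changes and tests were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr by group, leaving 15257 genes, and normalized with TMM. The edgeR test was glmQLFit and glmQLFTest with robust=FALSE and the other settings of the installed version, in which the argument legacy is TRUE. The limma test was voomWithQualityWeights, lmFit and eBayes. Standard errors of the edgeR fold changes are those implied by the F statistic. Both adjusted P thresholds were 0.01, with 0.05 as an alternative. Gene lists were tested with camera on voom values without quality weights, adjusted over the 11 lists with a threshold of 0.05. The lists were homeostatic microglia, plaque-associated microglia, border-associated macrophages, monocytes, neurons, astrocytes, oligodendrocytes, interferon response, NADPH oxidase partners of Cybb, dissociation-induced immediate early genes and proliferation. No gene stands in more than 1 list.

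Samples, tests, gene lists and the rule for named genes were fixed before the data were examined. Named genes were those of Fig. 1i, genes of marker proteins of the study apart from 1 that is not used here, at most 10 genes past an adjusted P of 0.01 in each test, and the 3 genes with the largest absolute log2 fold change of each list past 0.05. Alternatives were other normalizations, other filters, protein-coding genes only, the replicate number as a block without outside graft 4, other tests, weights and thresholds, and each library left out. Added after seeing the data were legacy=FALSE, removal of trends on GC content and transcript length, for which 100% of the tested genes had values, and random thinning of all libraries to 18644807 counts.

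The scripts were tested on simulated data, 10 sets of counts for 15257 genes with 200 genes changed. At an adjusted P below 0.01, edgeR found 31.2% of genes changed 2-fold and 71.5% of genes changed 8-fold, with 1.8 false calls per set, and voomWithQualityWeights made 1.1 false calls per set. All 3 list tests found a shifted list in 10 of 10 sets, and camera called 3 of 100 unshifted lists. The simulated genes were independent of one another, which favours camera's preset correlation.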

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

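The gene counts and list tests repeated below were set beforehand. So were the alternatives with a library left out, fry, an estimated correlation or the DESeq2 Wald test. All other tests below, thinning and the fits with a covariate included, were chosen only after the result was seen. Exceptions were the shifts of the border-associated macrophage and monocyte lists and the totals per library for the genes higher inside the graft. The count of splits for the 3 genes was another exception.

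At an adjusted P below 0.05, voomWithQualityWeights called 75 genes, of which the paper discusses 3. No other of the 35 splits of the 7 libraries into 3 and 4 gave as many as the real one (1 of 35 splits, itself), either for these 75 genes, for the 3 genes at 0.01 (1 of 35) or for the 15 genes that edgeR called at 0.05 (1 of 35). The count of 0 genes in edgeR at 0.01, with 1457 genes at an unadjusted P below 0.05, is reached by 35 of 35 splits and so says nothing about the grouping. The count of 75 genes was 1 without outside graft 3 or without outside graft 4, 36 without outside graft 1, 48 without inside graft 3 and 207 without inside graft 2. The count of 15 genes was 73 without inside graft 2, 4 without outside graft 2 and 0 without inside graft 3 or without outside graft 4.

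The genes of plaque-associated microglia had a median log2 fold change of 1.25 and those of proliferation of 3.74, in data the paper did not analyse by list. Only the real split gave a median as far from 0 in either list (1 of 35 splits for each). Every inside library lay above every outside library in 12 of the 19 and 8 of the 8 genes, an order chance gives in 2.86% of genes. Of the genes, 18 of the plaque-associated list and 4 of the proliferation list had at least 1 CPM outside the graft. The sorted cells outside therefore express most of the first list. In the proliferation list 0 genes had 10 CPM outside, so the size of its shift depends on the test. Each of its 8 genes had a smaller log2 fold change in edgeR than in limma-voom, such as Top2a with 3.50 against 6.29. With the trends on GC content and length removed the medians were 1.28 and 3.74, and with all libraries thinned to the smallest total they were 1.24 and 3.80, which argues against GC content, length or depth as the cause. With the mean of the monocyte list as a covariate, which brought the monocyte median to 0.12, they were 1.82 and 2.77. With the mean of the border-associated macrophage list as a covariate they were 1.86 and 2.92. Both lists stayed past an adjusted P of 0.05 in camera in these 4 fits, which argues against monocytes or border-associated macrophages as the whole cause. These list scores follow the groups in part (squared correlation 0.593 and 0.714), and other cells, such as a dividing cell type outside the 11 lists, were not tested. With a correlation between genes estimated from the data both lists had an adjusted P of 0.107. A response of microglia to the graft, to injury or to nearby plaques remains open and was not tested.

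The genes of homeostatic microglia had a median of -0.21, and 3 of 35 splits gave one as far from 0, so the number of libraries does not exclude chance. A smaller share of microglia in the cells sorted inside the graft, with the other cell types in unchanged proportion, would raise the lists of all of these alike, but the mean score of the oligodendrocyte list differed by -0.42 on the log2 scale inside minus outside the graft, with every inside library below every outside library, while the monocyte list was higher. This does not test a smaller share of microglia through more monocytes or border-associated macrophages. With the mean of the monocyte list as a covariate the homeostatic median was -0.32, and with that of the border-associated macrophage list -0.34. Camera gave adjusted P values of 2.49e-08 and 1.19e-07 in these fits. A fall caused by these cells would have shrunk, so the values argue against them as the whole cause. Both scores follow the groups in part, so a contribution of these cells stays open. The genes of the interferon response had a median of 0.98 (3 of 35 splits as far from 0) and the dissociation-induced immediate early genes one of 0.80 (2 of 35 splits), so for these too chance remains open. The median of the dissociation-induced immediate early genes list was 0.51 without outside graft 1, and its adjusted P in camera was 0.0515 without inside graft 2, in a range from 0.00064 to 0.251 over its alternatives. Together, 7 lists were shifted, a number that 2 of 35 splits gave, the real one included.

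The genes of border-associated macrophages had a median of 3.29 (1 of 35 splits as far from 0, and 5.05 without inside graft 2) and those of monocytes a median of 2.37 (6 of 35 splits). Border-associated macrophages among the sorted cells may contribute to the genes higher inside the graft, but the list's shift of 3.29 leaves this open. The test asked for the list's abundant genes to rise as well. Stab1, the most abundant at 477 CPM inside and 579.8 CPM outside, did not rise, although a small share of such cells could be hidden by its level in the libraries from outside. Mrc1, at 39.2 and 9.11 CPM, and Ms4a7, at 12.3 and 0.834 CPM, were higher inside, with adjusted P values of 0.206 and 0.131 in edgeR. Mrc1 was named after its values were seen, as was Stab1. None of the list's genes passed an adjusted P of 0.05 in edgeR or in voomWithQualityWeights, and fry gave the list 0.198. Of its 9 tested genes, 3 had at least 1 CPM outside the graft. For monocytes, the shift of 2.37 does not decide, and fry gave 0.223. The other splits that give as much all keep inside graft 1 and inside graft 3 on the same side. They therefore do not test an uneven share of monocytes among the libraries. The mean score of the list was 3.22 in inside graft 1 and 3.74 in inside graft 3, above every outside library (from -1.54 to 1.22). In inside graft 2 it was 0.669. Of the 10 genes of the monocyte list, 5 had at least 1 CPM outside the graft. Their most abundant gene, Chil3, had 587 CPM in inside graft 1, 67.6 CPM in inside graft 2 and 1189 CPM in inside graft 3. Lyz2, Cybb and Myo5a had an adjusted P of 0.00984, 0.0119 and 0.00658 in voomWithQualityWeights with the monocyte score as a covariate, and of 0.0345, 0.0477 and 0.0165 with the border-associated macrophage score. Their log2 fold changes were 2.28, 2.45 and 1.97 with the monocyte score and 2.19, 2.33 and 2.05 with the border-associated macrophage score. Without a covariate they were 2.395, 3.23 and 1.74. With these covariates voomWithQualityWeights called 394 and 110 genes at 0.05, 53 and 31 of them among the 75, and edgeR called 1 and 1. The study picked the 3 genes on these libraries, so these fits do not decide. Library size does not separate the groups, since 2 of the 4 outside libraries had a larger total than the smallest inside library, and with all libraries thinned to the smallest total the log2 fold changes of Cybb, Myo5a and Lyz2 were 3.24, 1.71 and 2.41 in voomWithQualityWeights. The summed counts of Lyz1 and Lyz2 had a log2 fold change of 2.29 in mean CPM. Lyz1 held at most 0.109% of these counts, so the sum could hardly differ from Lyz2. It does not test whether reads of Lyz1 were counted on Lyz2.

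Of 54 values tested over the 4 outside libraries, 6 stood far from the others, where chance gives 2.7. Outside graft 1 lay at 117 on the first principal component of the log2 CPM, against 5.34 to 17.4 in the other outside libraries, and had 1.92 CPM of Rbfox3 against 0.845 to 0.979. It had the smallest total (18644807) and the lowest quality weight (0.448). Chil3 had 15.0 CPM and Clec10a 0.483 CPM in outside graft 3, Ms4a7 had 2.51 CPM in outside graft 4, and Mki67 had 3.60 CPM in outside graft 2. No biological explanation was tested for these single libraries.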

How the results depend on the processing

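The fits with legacy=FALSE, with GC content and length trends removed and with thinned counts were the tests chosen only after the result was seen. The number of genes with an adjusted P below 0.01 depended on the processing. In edgeR it was 0 (1457 genes at an unadjusted P below 0.05), and 0 as well with RLE, upper-quartile or no normalization factors, with CPM above 1 in 3 libraries and with robust=TRUE. It was 190 with all genes of at least 1 count, 20 with at least 10 counts in every library, 1 with protein-coding genes only, 232 with the DESeq2 Wald test, 1 with limma-voom without weights and 15 at a threshold of 0.05. Across the 7 fits that each left out one library it was from 0 to 1. With legacy=FALSE in glmQLFit, chosen after seeing the data, it was 40, all higher inside the graft. At 0.05 that setting called 247 genes (221 higher, 26 lower), among them all 15 of the default setting and 70 of the 75 of voomWithQualityWeights. The cause was not tested.

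In voomWithQualityWeights the count of 3 was 3 with RLE and 2 with upper-quartile factors. It was 1 with no factors, 41 with all genes of at least 1 count, 7 with CPM above 1 in 3 libraries, 48 with at least 10 counts in every library, 9 with protein-coding genes only, 1 with one quality weight per group, 1 without weights and 75 at a threshold of 0.05. It was from 0 to 33 across the 7 fits that each left out one library. The cause was not tested. The share of calls at 0.05 that were higher inside the graft was 88% with TMM and from 82.5% to 90.5% under the other normalizations, and 64.4% (145 higher, 80 lower) with all genes of at least 1 count.

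Inside and outside graft 1, 2 and 3 share a number, but same-numbered libraries did not all deviate together (correlations of -0.11, 0.22 and 0.16 over 9222 genes). Libraries with different numbers had correlations from -0.31 to 0.17. These values do not decide whether the numbers pair the samples. The fit with the number as a block leaves out outside graft 4, which has no partner. In it edgeR called 5 genes, voomWithQualityWeights 77 genes and camera 7 lists. On the same 6 libraries without the block these were 0 genes, 0 genes and 7 lists. At an adjusted P below 0.05 voomWithQualityWeights called 265 genes with the block and 1 without it. The cause was not tested.

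The number of genes with a confidence interval within 1 of no change stayed between 7335, with a 99% interval, and 9058, and no alternative moved it by 1.5 times. However, 10 of 35 splits gave as few genes. The number of shifted lists was 7 and stayed from 5, with at least 10 counts in every library, to 7 in all alternatives except fry, with 4, and an estimated correlation, with 0. Removing GC and length trends or thinning, chosen after seeing the data, gave 7 lists and 0 edgeR genes each. In voomWithQualityWeights they gave 3 and 2 genes, of which 2 and 2 are in Fig. 1i, Myo5a having an adjusted P of 0.0126 and 0.0105. The lists of plaque-associated microglia, from 0.97 to 1.56, and proliferation, from 1.59 to 3.99, kept their direction under every alternative. The lowest value of proliferation came with at least 10 counts in every library, a filter that removes genes near 0 outside the graft, so it covers fewer genes of the list and does not measure the same shift.

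Cybb, Myo5a and Lyz2 kept their direction in all 22 alternatives, with log2 fold changes from 2.65 to 3.43, from 1.60 to 1.84 and from 2.09 to 2.44. The log2 fold change of Itgam reversed to -0.035 in voomWithQualityWeights. Across the 7 fits that each left out one library, values of both signs were found for Aif1 (from -0.27 to 0.0078), Itgam (from -0.047 to 0.14), Irf8 (from -0.088 to 0.13) and the astrocyte list (from -0.097 to 1.38), none past a threshold. The cause was not tested. Among named genes 45 values of 15 genes crossed the threshold of 0.01 upwards, none of them past it in edgeR to begin with, and among lists 1 value crossed their threshold of 0.05 upwards and 14 downwards.

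At these depths and group sizes, simulated changes of 2-fold were found in 29.5% of genes by voomWithQualityWeights at 0.01, so a count of few genes does not exclude such changes in others.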

Differences from the paper's values

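The paper's number of differentially expressed genes is 3. With edgeR's quasi-likelihood test the number was 0, and with voomWithQualityWeights, the paper's test, it was 3, the same genes as in Fig. 1i. None of the alternatives set before the data were examined brought the edgeR count within 1.5 times of the paper's 3. In edgeR the 3 genes had an adjusted P below 0.01 with all genes of at least 1 count and with at least 10 counts in every library, and also in the DESeq2 Wald test, settings that called 190, 20 and 232 genes. They also passed with legacy=FALSE, which called 40 genes and was chosen after seeing the values, and at a threshold of 0.05, which called 15 genes. Lyz2 alone of the 3 genes passed 0.01 with protein-coding genes only, without outside graft 3 and in limma-voom without weights. With voomWithQualityWeights, RLE factors gave 3 genes, upper-quartile factors 2 and leaving out inside graft 3 also 2, and the other alternatives set before the data were examined differed from the paper's value by more than 1.5 times. With GC content and length trends removed it gave 3 genes, without Myo5a among them, and with thinned counts 2, both chosen after seeing the values. The paper tested 15548 genes, and 15257 were tested here.

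The heat map of Fig. 1i shows the highest values of Cybb and Lyz2 in its column for inside graft 1. By the sample labels, the highest values were in inside graft 3, at 288 CPM for Cybb and 3511 CPM for Lyz2, and inside graft 1 had 162 and 2420 CPM.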

Other observations

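No test in this part was chosen only after the result was seen. With simulated counts of 200 changed genes, edgeR made 7 false calls per set at an adjusted P below 0.05 and voomWithQualityWeights 4.9. The number of false calls depends on how many genes are called. These values therefore do not give the share of false calls among the 15 and 75 genes called in the libraries.

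Across genes, which are not independent replicates, the correlations of log2 CPM between libraries of the same group ran from 0.914 to 0.963 and those between groups from 0.874 to 0.948, so the ranges overlapped.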
